# High concentrations of atmospheric ammonia induce alterations of gene expression in the breast muscle of broilers (*Gallus gallus*) based on RNA-Seq

**DOI:** 10.1186/s12864-016-2961-2

**Published:** 2016-08-11

**Authors:** Bao Yi, Liang Chen, Renna Sa, Ruqing Zhong, Huan Xing, Hongfu Zhang

**Keywords:** RNA-Seq, Breast muscle, Ammonia, Meat quality, Broiler (*Gallus gallus*)

## Abstract

**Background:**

High concentrations of atmospheric ammonia are one of the key environmental stressors affecting broiler production performance, which causes remarkable economic losses as well as potential welfare problems of the broiler industry. Previous reports demonstrated that high levels of ammonia altered body fat distribution and meat quality of broilers. However, the molecular mechanisms and metabolic pathways in breast muscle altered by high concentrations of ambient ammonia exposure on broilers are still unknown.

**Results:**

This study utilized RNA-Seq to compare the transcriptomes of breast muscles to identify differentially enriched genes in broilers exposed to high and low concentrations of atmospheric ammonia. A total of 267 promising candidate genes were identified by differential expression analysis, among which 67 genes were up-regulated and 189 genes were down-regulated. Bioinformatics analysis suggested that the up and down-regulation of these genes were involved in the following two categories of cellular pathways and metabolisms: Steroid biosynthesis (gga00100) and peroxisome proliferator-activated receptor (PPAR) signaling pathway (gga03320), which both participated in the lipid metabolism processes.

**Conclusions:**

This study suggests that longtime exposure to high concentrations of aerial ammonia can change fat content in breast muscle, meat quality and palatability via altering expression level of genes participating in important lipid metabolism pathways. These findings have provided novel insights into our understanding of molecular mechanisms of breast muscles exposed to ammonia in broilers. This study provides new information that could be used for genetic breeding and nutritional intervention in production practice of broilers industry in the future.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2961-2) contains supplementary material, which is available to authorized users.

## Background

Ammonia (NH_3_) is a colorless, highly irritant, alkaline gas which is produced during the decomposition of organic matter by bacterial deamination or reduction of nitrogenous substances [1, 2]. With the development of intensive large-scale poultry industry, air quality in housing is particularly poor [1, 3–5]. Ammonia as a major aerial pollutant of poultry buildings is causing increasing problems with broiler health and production.

Based on human and livestock safety, the currently recommended exposure limit for ammonia is set at 25 ppm [1, 6]. However, the levels of ammonia in broiler houses usually exceed 25 ppm, and even go high up to 80 ppm, when poultry are confined in buildings provided with artificial heat and ventilation (especially in cold winter of northern China) [3]. High concentrations of gaseous ammonia can have adverse effects on production performance [7]. The greatest problem caused by atmospheric ammonia is reduced growth performance, which results in lower body weight gain and higher feed conversion ratios. Ammonia toxicity was reported one century ago by Hahn et al. [8]. To date, most studies of ammonia toxicity have focused on the respiratory tract and nervous system in mammals [9–11]. Few detailed studies have been conducted on the breast muscle tissue response to ammonia exposure in poultry.

Exposure to high levels of ambient ammonia is known to have a detrimental effect on broiler production efficiency and meat yields. It has been shown that high concentrations of ammonia (70 ppm) can reduce growth performance and meat quality of broilers [12, 13]. Previous studies in our laboratory have shown that high concentrations of environmental ammonia can alter body fat distribution and lipid metabolism. Among body fat deposition related tissues of broilers, we focus on breast muscles which are the main source of chicken meat. Chicken meat is one of the most popular food commodities in the world and the second most preferred meat by Chinese consumers [14, 15]. However, few detailed studies have been conducted on the ammonia exposed breast muscle response in poultry and the molecular mechanisms underlying these effects are yet to be investigated.

Based on previous research, we hypothesized that exposure to high concentrations of atmospheric ammonia can confer negative effects on the muscle tissue of broilers via different mechanisms, which requires further study to elucidate. Previously, broiler chickens with different growth performance or fat content were compared using microarrays [16]. With the rapid development of systems-biology approach, high-throughput transcriptome sequencing can be used to discover genes that are functionally active and participate in specific biological processes [17–20]. In particular, Illumina sequencing technology can be used for gene identification with confirmed reliability [21, 22].

Currently, little is known about the alteration of genes in the breast muscle of poultry that have been exposed to high levels of atmospheric ammonia. Therefore, the objectives of the study reported herein were to utilize a transcriptome sequencing procedure to identify differential expressed genes in breast muscle tissues of broilers exposed to high and low concentrations of atmospheric ammonia. In conclusion, our results provide important information towards understanding the biological basis of variation in ammonia exposed broilers, also provide information towards comprehensively understanding the molecular mechanisms and metabolic pathway alteration of the physiological responses to ammonia which are critical to improve poultry production efficiency and welfare.

## Methods

### Ethics statement

This study was undertaken in strict accordance with the Regulations for the Administration of Affairs Concerning Experimental Animals of the State Council of the People’s Republic of China. The protocol was approved by the Committee on Experimental Animal Management of the Chinese Academy of Agricultural Sciences. Before tissue sampling, birds were humanely sacrificed by cervical dislocation. All efforts were made to minimize distress.

### Animals and exposure conditions

Ninety-six 1-day-old Arbor Acres (AA) male broilers were purchased from a commercial hatchery in Beijing (Beijing Arbor Acers Broiler Co., Beijing, China). All birds were housed in individual wire-bottom cages in an environmentally controlled room under standard brooding practices, and given *ad libitum* access to water and a maize-soybean basal diet during the first 21 days. Then, broilers were divided into two environmentally controlled exposure chambers. Each exposure chamber was a 4500 × 3000 × 2500 mm (length × width × height) sealed unit, sectioned for housing 48 birds per chamber. The diet during the experiment was formulated to achieve the National Research Council (NRC, 1994) recommended requirements for all nutrients containing ME, 12.77 MJ kg^-1^, and crude protein 19.93 % (Additional file 1: Table S1). The concentrated ammonia was delivered in a whole body animal exposure chamber from days 22 to 42, and the chambers were computer programmed to have the ammonia concentration as required. Temperature and airflow were controlled during the exposures to ensure adequate ventilation, minimize buildup of animal-generated contaminants (dander, CO_2_, H_2_S) and to avoid thermal stress [23, 24]. Broilers in the treatment group were exposed to 75 ± 3 ppm (parts per million) ammonia during the experimental period. Broilers in the control group were raised in a separate chamber with ambient ammonia concentration at 3 ± 3 ppm. The concentration of ammonia in both chambers was monitored with a LumaSense Photoacoustic Field Gas-Monitor INNOVA 1412 (Santa Clara, CA, USA) during the entire experiment. The experiment was carried out at the State Key Laboratory of Animal Nutrition in Beijing, China.

### Sample collection

At day 42, all birds were weighed after a 12 h-fasting (12 h food withdrawal) period. Sixteen birds (8 broilers each group) were randomly selected for breast muscle sample collection. The chickens were euthanized by manual cervical dislocation and then exsanguinated for tissue sampling. Samples of breast muscle were collected and prepared for carcass traits measurements. Carcass traits were determined in accordance with the method described by Połtowicz and Doktor [25]. Breast muscle was quickly dissected and weighed, then rapidly frozen in liquid nitrogen, and stored at −80 °C for further transcriptome (RNA-Seq) and qRT-PCR analyses.

### Total RNA extraction and cDNA library construction

The breast muscle of the 6 randomly selected broilers (3 birds per group) were separately ground in frozen state in liquid nitrogen. Total RNA of breast muscle was isolated with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. The concentration of RNA samples was measured using the NanoDrop 2000 (Nanodrop Technologies, Wilmington, DE). Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) was utilized to assess the integrity of the total RNA (RIN number > 8.0). The total RNA with lowest quality was not used for further study.

A total amount of 5 μg RNA per sample was used as input material for the mRNA preparations. Briefly, mRNA was extracted from total RNA using oligo (dT) magnetic beads (Invitrogen) and sheared into short fragments of about 200 bases. These fragmented mRNAs were then used as templates for cDNA synthesis. The cDNAs were then PCR amplified to complete the library. After PCR enrichment, cDNA quantity and quality were assessed using a NanoDrop 2000 spectrophotometer (Nanodrop Technologies, Wilmington, DE) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). After construction, the 6 cDNA libraries were normalized, as suggested by the manufacturer, to 10 nmol μl^−1^ using Tris buffer (10 mmol Tris–HCl, 0.1 % Tween 20, pH 8.5). Sequencing libraries were generated using the TruSeq RNA Sample Prep kit v2 (Illumina, San Diego, CA) following manufacturer’s instructions. The cDNA library was paired-end sequenced using an Illumina HiSeq 2000 platform. The resultant data was deposited in NCBI’s Gene Expression Omnibus (GEO) database (GEO accession: GSE84099).

### Quality control and primary analysis of reads

Before read alignment, the quality of raw sequence reads was checked using the FastQC program (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), clean reads (valid data) were obtained by removing low quality reads (threshold quality, 20; threshold length, 50 bp) as well as reads containing adapter sequences, ploy-N and the sequencing primer from the raw data. At the same time, Q30, GC-content and sequence duplication level of the clean data were calculated. The raw data generated from the Illumina Hiseq platform were filtered using a FastQC quality control analysis. All of the downstream analyses were based on high quality clean reads.

### Mapping reads to the chicken reference genome

Sequencing reads from each sample were mapped to the chicken reference genome [Ensembl Galgal4 (GCA_000002315.2)] using the TopHat program. Parameters of TopHat were set to allow only unique alignment to the reference genome. Reads with more than two mismatches were discarded, and concordant mapping for both reads in a pair was required. To obtain the mapping statistics, the alignment BAM files were further examined using RNA-SeQC. Reads were then annotated to reference genes using Bowtie2/Tophat2 software. The differentially expressed genes (DEGs) between control and treatment groups were identified using DESeq software (http://www-huber.embl.de/users/anders/DESeq/). Genes with a *P*-value of less than 5 % (i.e., pval < 0.05) and fold-change ≥ 2 were considered significant.

### Differential gene expression and functional analysis

The DEGs were classified for the categories of molecular functions, cellular component and biological process using gene ontology (GO) annotation. The Kyoto Encyclopedia of Genes and Genomes (KEGG) predicted the metabolic pathways of the DEGs. To identify potential common pathways, DEGs were analyzed for biological process and pathway enrichment using DAVID. Pathway enrichment analysis identifies significantly enriched metabolic pathways or signal transduction pathways using the corrected *P*-value < 0.05 as a threshold of significance.

### Confirmation of differential gene expression levels by quantitative real-time PCR (qRT-PCR)

To validate the repeatability and reproducibility of gene expression data obtained by RNA-Seq in breast muscle of broilers, we performed qRT-PCR on 15 randomly selected genes. Total RNA was isolated by TRIzol reagent (Invitrogen). The first-strand cDNA was synthesized with M-MLV (Promega). Gene specific primers were designed according to the gene sequence using primer premier 5.0, which were synthesized by Sangon Biotech (Shanghai, China) (Additional file 2: Table S2). qRT-PCR was performed using a SYBR Fast qPCR Master Mix (Takara). The reaction mixtures were incubated in a 96-well plate at 95 °C for 20 s, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s. All measurements were conducted in triplicates. The chicken glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) gene was used as an internal control. The 2^-ΔΔCt^ method was used to analyze relative RNA expression.

### Statistical analysis

Gene functions and related gene ontology (GO) terms for relevant gene lists were generated using the DAVID bioinformatics database (https://david.ncifcrf.gov/) [26]. The heat map was generated using R package “gplots” [27], MA and volcano plots were generated using R package “ggplot2”. Data on gene expressions were analyzed by one-way ANOVA (SAS Version 9.2, SAS institute Inc., Cary, NC) and JMP 10 software (SAS Inst. Inc., Cary, NC). A group difference was assumed to be statistically significant when *P* < 0.05. All results were expressed as mean ± S.D.

## Results

### Effects of high concentrations of atmospheric ammonia on growth performance and body fat distribution in broilers

In this study, experiments for all birds (control and treatment groups) began on day 22–42. During the entire experimental period (21 days), birds exposed to ammonia had less average daily gain (ADG) (*P* < 0.05) and less average daily feed intake (ADFI) (*P* < 0.05). The feed conversion ratio (FCR) for the treatment group was greatly increased (*P* < 0.05) compared with the control group (Table 1). Ammonia exposure altered body fat distribution of broiler chickens, fat in liver and breast muscle decreased (*P* < 0.05), however, abdominal fat increased significantly (*P* < 0.05) (Table 1).

**Table 1:** Effects of atmospheric ammonia on growth performance and body fat distribution in broiler chickens

	Groups	
	Control	Treatment
ADG (g/d)	99.41 ± 10.08^a^	67.92 ± 12.68^b^
ADFI (g/d)	158.42 ± 5.78^a^	125.56 ± 1.50^b^
FCR (g feed/g weight gain)	1.64 ± 0.18^b^	1.80 ± 0.25^a^
Breast muscle (%)	23.61 ± 1.06	22.09 ± 2.28
Fat in breast muscle (%)	1.14 ± 0.18^a^	0.78 ± 0.14^b^
Liver (%)	19.53 ± 1.60	19.32 ± 1.90
Fat in liver (%)	5.41 ± 1.18^a^	3.09 ± 0.17^b^
Abdominal fat (%)	1.62 ± 0.10^b^	2.05 ± 0.45^a^

Values within a row not sharing a common superscript letter indicate significant difference between groups at *P* < 0.05. Numbers are mean ± S.D

*ADG* average daily gain, *ADFI* average daily feed intake, *FCR* feed conversion ratio

^a, b^ within a row indicate significant difference between groups at *P* <0.05

### Overall assessment for mapping statistics

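RNA-Seq values were available for breast muscle of 6 Arbor Acres broilers sampled at day 42, 3 from the control group (3 ppm ammonia) and 3 from the treatment group (75 ppm ammonia), with 1 library per broiler and no pooling. The authors removed adapters and low quality reads, aligned the remaining read pairs to the chicken genome Galgal4 with TopHat, kept unique alignments, and deposited one FPKM value (fragments scaled to transcript length and to the number of mapped fragments) per RefSeq transcript and sample. FPKM is already scaled for sequencing depth and transcript length, so the values carry no read counts, and their low values showed no plain steps of single reads. The depth of each sample is therefore unknown from the values themselves, and the mapped reads are given in the paper's Table 2. All 6 lists followed the same order of transcripts, and each list as analysed here stopped inside a row, which was left out. Complete rows covered 4138, 21693 and 4311 transcripts for control replicates 1, 2 and 3, and 9401, 2231 and 180 transcripts for treatment replicates 1, 2 and 3. As a consequence, 180 transcripts had a value in all 6 broilers, and 2231 had a value in the 5 broilers other than treatment replicate 3. Transcripts further down the order were listed for fewer broilers.

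**Figure D1:**
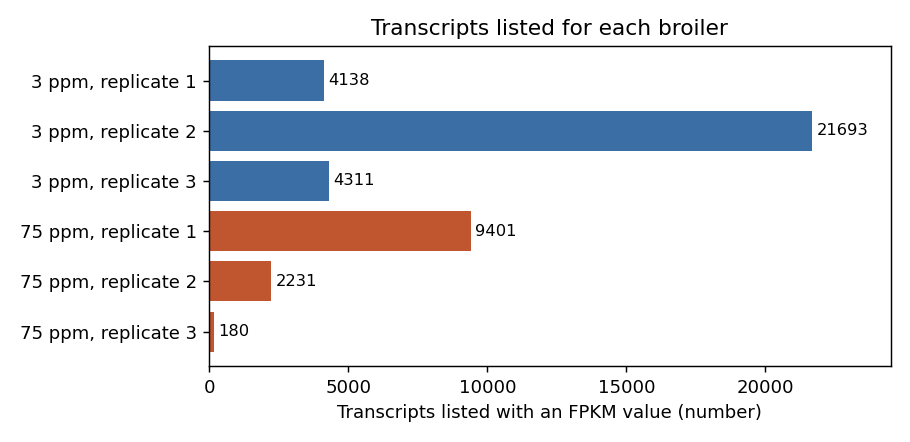
Number of transcripts with an FPKM value in each of the 6 broilers, as horizontal bars, with the control group (3 ppm) in blue and the treatment group (75 ppm) in orange. The number ranged from 180 in treatment replicate 3 to 21693 in control replicate 2.

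The groups were compared with limma on log2(FPKM + 0.5), over transcripts listed for every broiler in the fit and reaching 0.5 FPKM in at least 1 of them. A fold change from this model is on the log2(FPKM + 0.5) scale and understates the change of transcripts with low FPKM. The fit of all 6 broilers was the main one. For transcripts not listed for treatment replicate 3, the values come from the fit of the other 5 broilers. Exact permutation tests doubled the smaller tail. So made, the smallest p they can give is 0.1 with 3 broilers against 3, and 0.2 with 3 against 2. The paper kept each group in a chamber of its own. A chamber effect therefore cannot be separated from ammonia, while the tests take broilers as independent. Genes listed for fewer broilers are given as single values without a test. Where the values of the paper's Table S3 were used to fill in broilers whose lists stopped earlier, they are named as the paper's.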

The RNA-Seq of six breast muscle samples yielded around 474.5 million of raw paired-end reads. After quality filtering, each sample remained approximately 7.5 gigabases (Gb) high-quality sequence data, ranging from 6.7 to 9.5 Gb. Using TopHat2 software, more than 70.36 % of clean reads per sample were mapped back to the reference genome after alignment. Almost 65.37–68.23 % reads were aligned in a unique manner, while 4.72–5.54 % as multiple-mapped reads. The summary of alignment for all samples is shown in Table 2. Among total mapped reads, the vast majority of which (85.01–86.66 %) fell into annotated exons, 10.64–12.31 % was within the large intergenic territory, and only 2.33–2.90 % was located in introns (Fig. 1).

**Table 2:** Summary statistics for sequence quality and alignment information of six breast muscle samples in two groups

Sample	C_1	C_2	C_3	T_1	T_2	T_3
Group	Control	Control	Control	Treatment	Treatment	Treatment
Raw reads	73,139,016	73,988,890	70,579,138	74,086,562	82,677,190	100,025,614
Clean reads	69,375,390	70,089,536	66,879,214	70,162,270	78,368,448	94,553,606
Valid ratio (%)	94.81 %	94.68 %	94.71 %	94.66 %	94.75 %	94.49 %
Q30 (%)	94.90 %	94.75 %	94.79 %	95.04 %	95.11 %	94.92 %
GC content (%)	51.50 %	51.50 %	51.50 %	51.50 %	51.50 %	51.50 %
Total mapped reads	49,236,780	49,313,882	47,427,718	50,794,372	57,048,473	69,576,797
Uniquely mapped reads	45,869,880	45,818,693	44,268,019	47,090,588	52,708,435	64,514,418
Multiple mapped reads	3,366,900	3,495,189	3,159,699	3,703,784	4,340,038	5,062,379
Mapping rate (%)	70.97 %	70.36 %	70.92 %	72.40 %	72.80 %	73.58 %

**Fig. 1:**
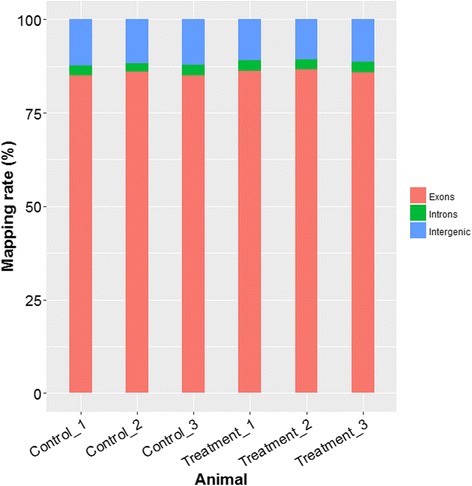
The percentage of reads mapped to exonic, intronic and intergenic regions

The relative expression of a gene is normalized as fragments per kilobase of transcript per million mapped fragments (FPKM), which is proportional to the number of cDNA fragments originated from the gene transcript. The lowest limit of gene expression value is set to be 0.5 FPKM in at least one of the 6 samples. 

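Among the 180 transcripts listed for all 6 broilers, 117 reached 0.5 FPKM in at least 1 broiler, and 103 reached it in all 6. The readable part of the paper's Table S3 holds 103 of these 180 transcripts. Among the 2231 transcripts listed for the 3 control broilers and treatment replicates 1 and 2, 1963 reached 0.5 FPKM in at least 1 of the 5 broilers and 1857 in all 5, and Table S3 holds 1852 of them. Within each broiler's own list, the share of transcripts at 0.5 FPKM or more was 79.7%, 40.3% and 78.6% in control replicates 1, 2 and 3, and 62.3%, 85.6% and 60.0% in treatment replicates 1, 2 and 3. These shares are not comparable between broilers, because the lists end at different transcripts. With the limit lowered to 0.1 FPKM the count over all 6 broilers rose from 117 to 135.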

According to this limit, 11,340 genes are identified as being expressed in the breast muscle tissues (Additional file 3: Table S3). The correlation analysis based on the gene expression profiles found that the correlations among 3 samples were greater than 0.92 (Additional file 4: Figure S1).

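Pearson's r between broilers of one group was computed across transcripts on log2(FPKM + 0.5), over the transcripts listed for both broilers with at least 0.5 FPKM in 1 of them. Within the control group, r was 0.9751 between replicates 1 and 2 (3344 transcripts), 0.9752 between replicates 1 and 3 (3375 transcripts) and 0.9785 between replicates 2 and 3 (3450 transcripts). Within the treatment group, r was 0.9896 between replicates 1 and 2 over 1935 transcripts, and 0.9661 and 0.9665 between replicate 3 and replicates 1 and 2, over 113 and 112 transcripts. Between the groups, r ranged from 0.9296 to 0.9795, so the ranges within and between groups overlapped. These correlations are across transcripts of a pair of samples, and transcripts are not independent replicates. The lowest within-group r was 0.952 with a pseudocount of 0.1 and 0.980 with no filter on low values.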

### Gene differential expression analysis

DESeq software was used for subsequent differential analysis. 

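The paper's threshold, an unadjusted p below 0.05 with a fold change of at least 2, was applied to limma's test in place of DESeq, because the deposited values are FPKM and not counts. Over the 117 transcripts of the fit of all 6 broilers, 4 passed the threshold. All 4 are in the paper's Table S4, which lists no other transcript of this range. After Benjamini-Hochberg adjustment, 3 transcripts had an adjusted p below 0.05. Over the 1963 transcripts of the fit of 5 broilers (3 control, 2 treatment), 36 passed the paper's threshold and 16 had an adjusted p below 0.05. Table S4 lists 31 transcripts of this range. Of these 31, 25 passed and 6 did not, while 11 transcripts passed that Table S4 does not list. The direction of change was that of Table S4 for all 31. Table S4 was made from the same libraries, so this is not independent evidence.

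**Figure D2:**
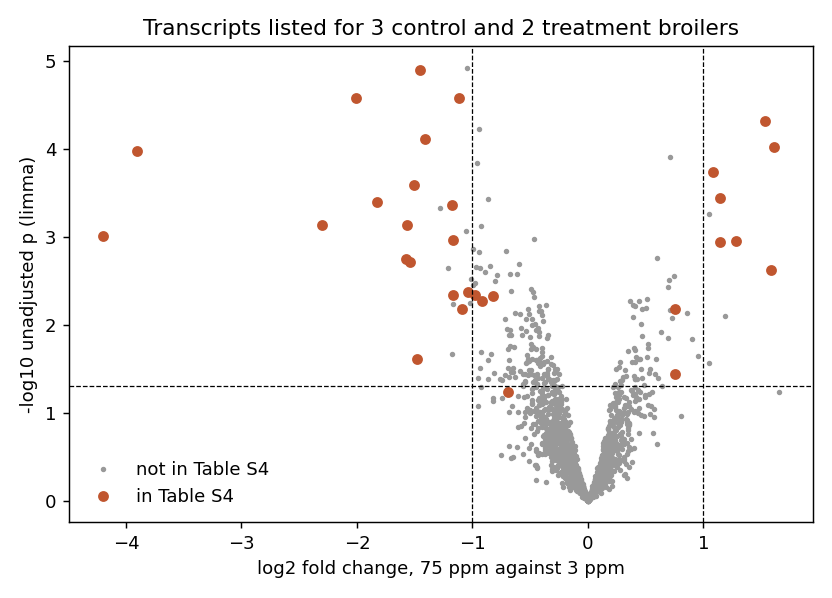
Unadjusted p from limma (vertical axis, -log10) against the log2 fold change of 75 ppm against 3 ppm ammonia (horizontal axis) for 1963 transcripts in 3 control and 2 treatment broilers. Orange points are the 31 transcripts in the paper's Table S4, grey points the others, and dashed lines mark p of 0.05 and a fold change of 2. Of the 31 orange points, 25 lie beyond the dashed lines.

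With the replicate number of the sample labels as a replicate block in the model, 6 transcripts passed the paper's threshold in the fit of 6 broilers and 51 in the fit of 5. The pairing is taken from the labels. In a check of this pairing over the 117 transcripts, the deviations from the group means correlated at 0.117 between control and treatment broilers with the same number and at -0.05999 between broilers with different numbers. With missing values taken from the paper's Table S3, which was chosen after seeing the data, the same check over 1998 transcripts gave -0.019 and 0.00966, so the larger set showed no pairing by number. In the fit of 5 broilers control replicate 3 has no partner, which leaves 1 residual degree of freedom per transcript. Leaving out treatment replicate 2 from the 5 broilers moved the count most, to 85, with the tested transcripts then including those listed for the 3 control broilers and treatment replicate 1. In the paper's own Table S4, 77 of 267 transcripts have an adjusted p below 0.05 and 190 do not.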

In total, 267 genes were differentially expressed at a fold-change ≥ a space 2 or ≤ 0.5 at *P* < 0.05 in response to high level ammonia exposure (Additional file 5: Table S4 and Fig. 2). 

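Over all 6 broilers, 2 transcripts past the paper's threshold were lower (FKBP5 and SNTB1) and 2 were higher (LIMS1 and ST8SIA6) at 75 ppm ammonia. Over 5 broilers, 26 were lower and 10 were higher, and of the 16 with an adjusted p below 0.05 from limma 11 were lower and 5 higher. The median log2 fold change of all 1963 transcripts in that fit was -0.0627. In the paper's Table S4, 189 transcripts are lower and 78 higher, and among the 77 with an adjusted p below 0.05 in that table 52 are lower and 25 higher. Quantile normalization changed the balance in the fit of 5 broilers to 21 lower and 12 higher.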

Of these genes, 189 genes were down-regulated and 78 were up-regulated (Fig. 2 and Additional file 6: Figure S2). 

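Of the 20 transcripts in Table 3, 2 were listed for all 6 broilers, 2 for 5 broilers, 3 for the control broilers and treatment replicate 1, 1 for control replicate 2 and treatment replicate 1, 5 for control replicate 2 only, and 7 were not in the files analysed here. FKBP5 (NM_001005431.1), a co-chaperone of the glucocorticoid receptor, was at 87.63 ± 83.88 FPKM (SD, n = 3) in control and 6.99 ± 6.31 (SD, n = 3) in treatment broilers. Its log2 fold change was -3.518 (standard error 0.862, adjusted p = 0.0764 from limma), and every treatment value lay below every control value (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The control broilers themselves ranged from 25.26 to 182.98 FPKM. LIMS1 (NM_001001766.1) was at 8.77 ± 3.13 FPKM (SD, n = 3) in control and 27.84 ± 9.31 (SD, n = 3) in treatment broilers, a log2 fold change of 1.610 (standard error 0.323, adjusted p = 0.0482 from limma), again without overlap between the groups (exact permutation test, p = 0.1). FBXO32 (NM_001030956.1), a muscle ubiquitin ligase, fell from 151.25 ± 41.64 FPKM (SD, n = 3) to 18.78 and 4.50 FPKM in treatment replicates 1 and 2, a log2 fold change of -3.908 (standard error 0.519, adjusted p = 0.0230 from limma in the fit of 5 broilers). LOC396531 (NM_001007477.3) rose from 2.77 ± 0.24 FPKM (SD, n = 3) to 9.97 and 5.55 FPKM, a log2 fold change of 1.285 with an adjusted p of 0.0794 from limma. Leaving out 1 broiler at a time moved the log2 fold change of FBXO32 between -4.881 and -2.935 and that of FKBP5 between -4.200 and -2.757. With 1 of the 6 broilers left out, the largest adjusted p from limma was 0.210 for FKBP5 and 0.180 for LIMS1. With a control broiler left out of the fit of 5, it was 0.114 for FBXO32 and 0.180 for LOC396531.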

The top ten up and down-regulated genes are listed in Table 3. The fold changes induced by high ammonia ranged from −30.4 to 11.4 (Fig. 3 and Table 3).

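For PDK4, CA3 and MB, which Table 3 lists among the most reduced genes, values were available for the 3 control broilers and treatment replicate 1. PDK4 (NM_001199909.1), a kinase that inhibits pyruvate dehydrogenase, was at 438.89 ± 148.79 FPKM (SD, n = 3) in control broilers and 10.75 FPKM (no replicates) in treatment replicate 1. CA3 (NM_001277411.1), the muscle carbonic anhydrase, was at 676.02 ± 287.68 FPKM (SD, n = 3) against 11.98 FPKM (no replicates). MB (NM_001167752.2), myoglobin, was at 41.06 ± 34.74 FPKM (SD, n = 3) against 1.69 FPKM (no replicates), with control values of 13.83, 80.19 and 29.18 FPKM. The treatment value lay below all 3 control values for each of these genes, and no test was made against a single treatment broiler. SNCG (NM_204672.1) was at 3.59 FPKM in control replicate 2 and 16.57 FPKM in treatment replicate 1, a difference with no replicate check. Of the 20 transcripts of Table 3, 8 had a value in both groups, and the direction of all 8 was that of Table S4. Both come from the same libraries. On the log2(FPKM + 0.5) scale treatment replicate 1 differed from the control mean by -5.237 for PDK4, -5.658 for CA3 and -3.891 for MB, and the ratio of unlogged means moved MB most, to -4.603.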

**Fig. 2:**
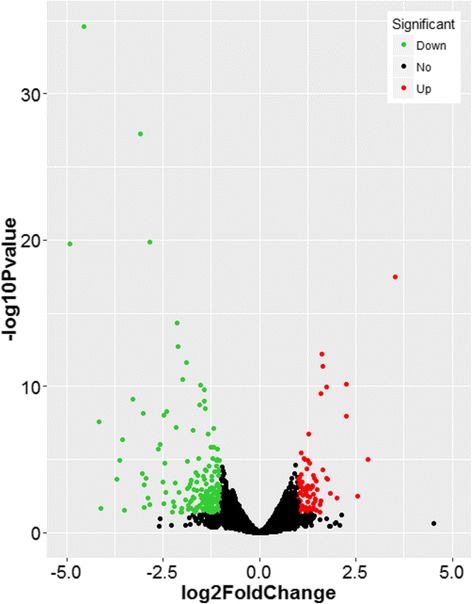
Volcano plot. Red dots (Up) represent significantly up-regulated genes (*P* < 0.05, fold change ≥ 2); green dots (Down) represent significantly down-regulated genes (*P* < 0.05, fold change ≤ 0.5); black dots (No) represent insignificantly differential expressed genes

**Table 3:** Top 10 down- and up-regulated genes in treatment group compared to control group

Gene ID	Gene symbol	Fold change
Down-regulated genes		Down
NM_001199909.1	*PDK4*	30.4
XM_004940680.1	*FHL1*	23.5
NM_001277411.1	*CA3*	18.1
NM_001167752.2	*MB*	17.3
XM_004937471.1	*PFKFB3*	13.0
XM_004937841.1	*MYBPC1* ^*a*^	12.4
XM_416332.4	*MYBPC1* ^*b*^	11.8
NM_001005431.1	*FKBP5*	11.4
NM_001030956.1	*FBXO32*	9.8
XM_416965.4	*METTL21C*	8.5
Up-regulated genes		Up
XM_004950318.1	*LOC101748351*	11.4
XM_419014.3	*SBK2*	7.0
XM_004938015.1	*CYB5R3*	5.8
XM_417174.4	*DCUN1D5*	4.8
NM_204672.1	*SNCG*	4.8
NM_001007477.3	*LOC396531*	4.0
XM_004944616.1	*LOC770936*	3.6
XM_419574.4	*C1ORF96*	3.4
NM_001001766.1	*LIMS1*	3.4
XM_004946388.1	*DNAJC30*	3.4

*PDK4*, pyruvate dehydrogenase kinase, isozyme 4, *FHL1* four and a half LIM domains 1 *CA3*, carbonic anhydrase III, muscle specific, *MB* myoglobin, *PFKFB3* 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3, *MYBPC1* ^a^ myosin binding protein C, slow type, transcript variant X1, *MYBPC1* ^b^ myosin binding protein C, slow type, transcript variant *X*2, *FKBP5* FK506 binding protein 5, *FBXO32* F-box protein 32, *METTL21C* methyltransferase like 21C, *LOC101748351* spindle and kinetochore-associated protein 1-like, *SBK2* SH3-binding domain kinase family, member 2, *CYB5R3* cytochrome b5 reductase 3, *DCUN1D5* DCN1, defective in cullin neddylation 1, domain containing 5, *SNCG* synuclein, gamma (breast cancer-specific protein 1), *LOC396531* parvalbumin, *LOC770936* serine/threonine-protein kinase SRPK3-like, *C1ORF96* chromosome 3 open reading frame, human C1orf96, *LIMS1* LIM and senescent cell antigen-like domains 1, *DNAJC30* DnaJ (Hsp40) homolog, subfamily C, member 30

**Fig. 3:**
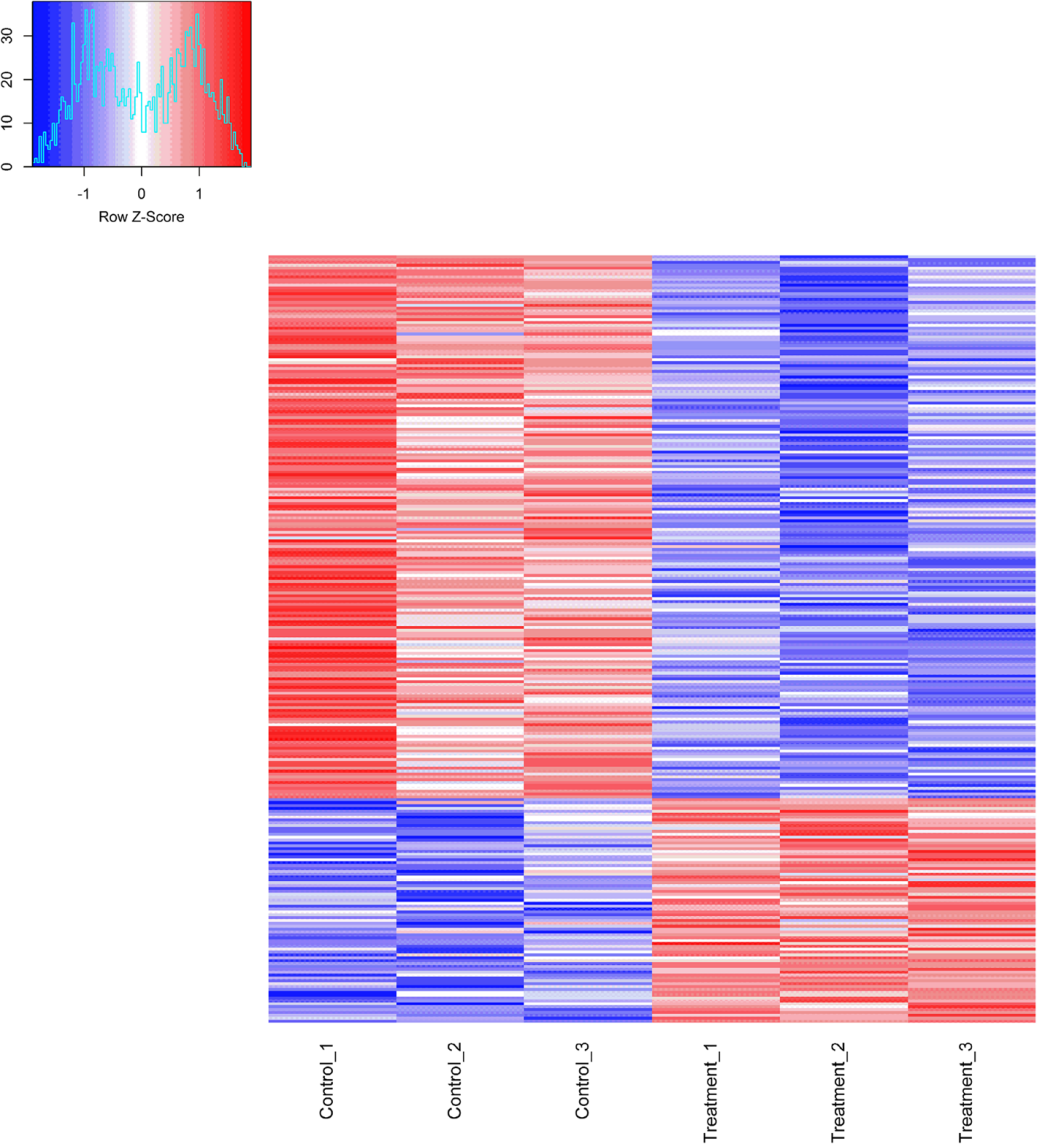
The relative expression level (in FPKM) of differentially expressed genes between control and treatment groups. The X-axis is sample expression pattern in different concentrations of ammonia exposed groups. The first three samples are in control group; the latter three samples are in treatment group. The Y-axis is the gene clusters across groups

### Confirmation of RNA-Seq experiment

To evaluate the reliability of results from RNA-Seq, qPCR was performed using aliquots of non-pooled RNA samples. Fifteen protein-coding genes (*FBXO32, TPM2, ASB2, GLUL, CTSL2, ACSL1, CD36, CREB5, PTER, AMPD1, ASB12, KSR1, ACTC1, LIMS1, SNCG*) were randomly selected. The results showed a high consistency between RNA sequencing and the qPCR methods (Fig. 4), and confirmed that the relative gene expression of RNA-Seq was reliable.

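RNA-Seq values in both groups were available for 10 of the 15 genes of Fig. 4, and for all 10 the direction was that of the paper's Table S4. Table S4 was made from the same libraries, so the shared direction is not independent evidence and does not bear on the qPCR. The qPCR measurements themselves are not in the files analysed here. In addition to FBXO32, LIMS1 and SNCG, CTSL2 (NM_001168009.1) was at 162.41 ± 12.07 FPKM (SD, n = 3) in control broilers and 60.64 FPKM (no replicates) in treatment replicate 1. ACTC1 (NM_001079481.1) was at 669.01 ± 306.55 FPKM (SD, n = 3) against 2224.47 FPKM (no replicates), and ASB12 (NM_001277670.1) at 37.88 ± 12.26 FPKM (SD, n = 3) against 64.95 FPKM (no replicates). For ASB12 the highest control broiler reached 52.02 FPKM. TPM2 (NM_205446.1) was at 1101.78 FPKM in control replicate 2 and 67.13 FPKM in treatment replicate 1, and GLUL (NM_205493.1) at 118.34 and 34.80 FPKM in the same pair of broilers, without replicates in either group. AMPD1 was listed for control replicate 2 only, and ASB2, CREB5, PTER and KSR1 were not in the files analysed here. GAPDH (NM_204305.1), the internal control of the qPCR, was listed for 1 broiler of each group, at 11928.52 FPKM in control replicate 2 and 27343.12 FPKM in treatment replicate 1 (no replicates). For ACTC1, the ratio of unlogged means in place of the log2(FPKM + 0.5) scale moved the difference from 1.858 to 1.733 on the log2 scale. Leaving out control replicate 2 moved it further, to 1.422, and leaving out control replicate 3 to 2.163. From a high consistency of sequencing with qPCR in Fig. 4, the paper concludes that the RNA-Seq expression values were reliable.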

**Fig. 4:**
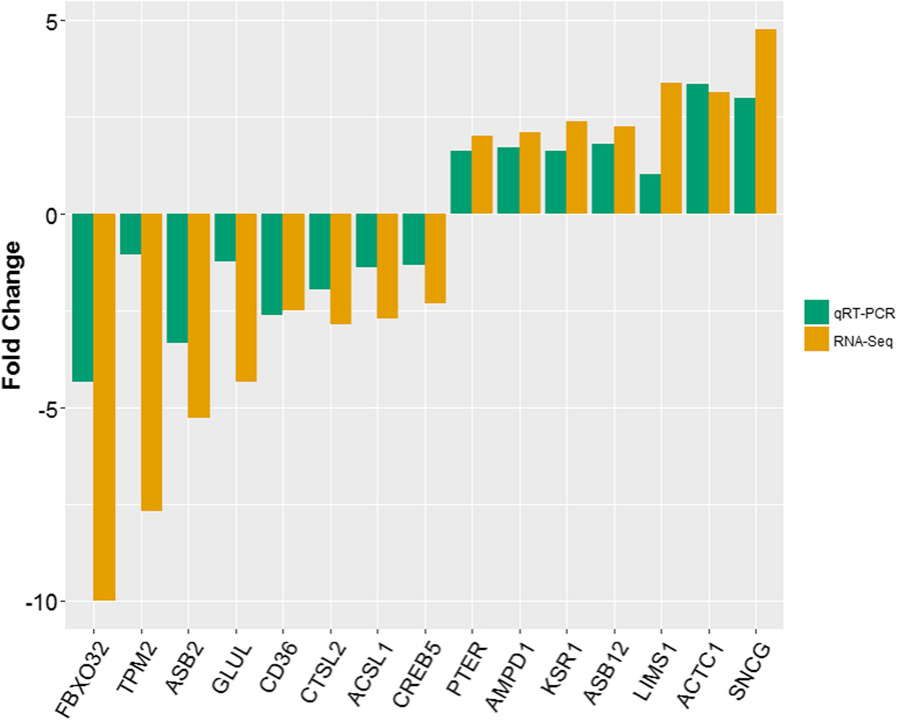
qRT-PCR validation of differential expressed genes from breast muscle of 42-day-old AA broilers. *GAPDH* was used as an internal control, and data are presented as fold change (*n* = 3 per group)

### GO annotations and pathway analysis of differential expressed genes

Gene ontology (GO) was used to evaluate the function of differentially expressed genes in two groups. All the differentially expressed genes were performed by gene ontology terms through the DAVID platform (Fig. 5). In the biological process category, the genes that participate in cellular development, response to stimulus (carbohydrate and monosaccharide) were at the top ratio in the differentially expressed genes, in the cellular component group, the differentially expressed genes are concentrated in “stress fiber” and “actomyosin” (Fig. 5). The main molecular functional group of differentially expressed genes are related to binding (heparin, low-density lipoprotein and lipoprotein binding) and transcription regulator activity. The KEGG pathway analysis revealed two overrepresented pathways, including steroid biosynthesis and peroxisome proliferator-activated receptor (PPAR) signaling pathway (Fig. 6 and Table 4).

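Values in both groups are given for 7 genes of the pathways in Table 4, and for each of the 7 every available treatment value lay outside the range of the 3 control broilers. The paper had picked these genes as differentially expressed in the same broilers, so this separation is not independent evidence. The steroid biosynthesis genes LSS, DHCR7 and HSD17B7 were higher at 75 ppm ammonia, and were expressed at low levels. LSS (NM_001006514.2), lanosterol synthase, was at 1.17 ± 0.16 FPKM (SD, n = 3) in control broilers and at 3.24 and 3.13 FPKM in treatment replicates 1 and 2, a log2 fold change of 1.146 (standard error 0.184, adjusted p = 0.0481 from limma in the fit of 5 broilers). DHCR7 (NM_001199490.1) was at 1.24 ± 0.13 FPKM (SD, n = 3) against 2.41 FPKM in treatment replicate 1 (no replicates), and HSD17B7 (NM_001277506.1) at 2.07 ± 0.27 FPKM (SD, n = 3) against 3.96 FPKM (no replicates).

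**Figure D3:**
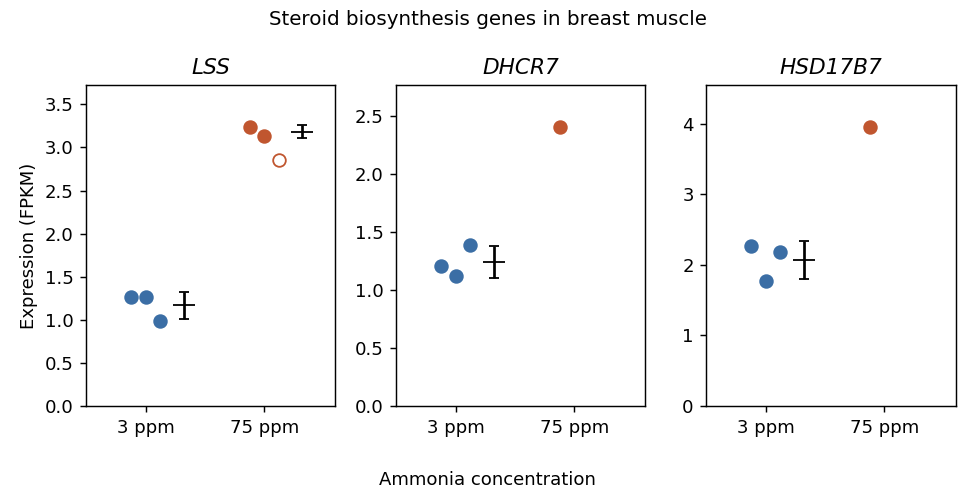
FPKM of LSS, DHCR7 and HSD17B7 in control (3 ppm, blue) and treatment (75 ppm, orange) broilers. Each filled point is 1 broiler, open points are the paper's Table S3 values for broilers whose list stops earlier, and black bars show the mean and SD of the filled points where a group has more than 1. For LSS the treatment points at 3.24 and 3.13 FPKM lie above all control points.

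The 4 genes of the PPAR signaling pathway were lower at 75 ppm ammonia. CPT1A (NM_001012898.1), carnitine palmitoyltransferase 1A, was at 17.39 ± 7.42 FPKM (SD, n = 3) in control broilers and at 3.95 and 2.06 FPKM in treatment replicates 1 and 2. Its log2 fold change was -2.299 (standard error 0.414, adjusted p = 0.0663 from limma in the fit of 5 broilers). With the paper's Table S3 value for treatment replicate 3 filled in, chosen after seeing the data, it was -2.316 (adjusted p = 0.0191 from limma). ACSL1 and CD36 had log2 fold changes of -1.410 and -1.454 in the same fit, with adjusted p of 0.0217 and 0.0124 from limma, and SLC27A1 differed by -1.066 between treatment replicate 1 and the control mean on the log2(FPKM + 0.5) scale. The ratio of the unlogged group means moved the steroid biosynthesis genes most. It gave 1.445 for LSS, 0.959 for DHCR7 and 0.933 for HSD17B7 on the log2 scale. A pseudocount of 0.1 gave 1.378 for LSS, with an adjusted p of 0.0545 from limma. The adjusted p of LSS was 0.0895 with no filter and 0.863 with unlisted transcripts set to 0. With each control broiler left out in turn it was 0.0579, 0.0932 and 0.122. It stayed below 0.05 with a pseudocount of 1, quantile normalization, no mean-variance trend, the replicate block and the values of Table S3. The enrichment over all differentially expressed genes was not repeated, because most of them were listed for too few broilers. From a DAVID enrichment test of its differentially expressed genes in KEGG pathways, the paper concludes that steroid biosynthesis and PPAR signaling were overrepresented.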

**Fig. 5:**
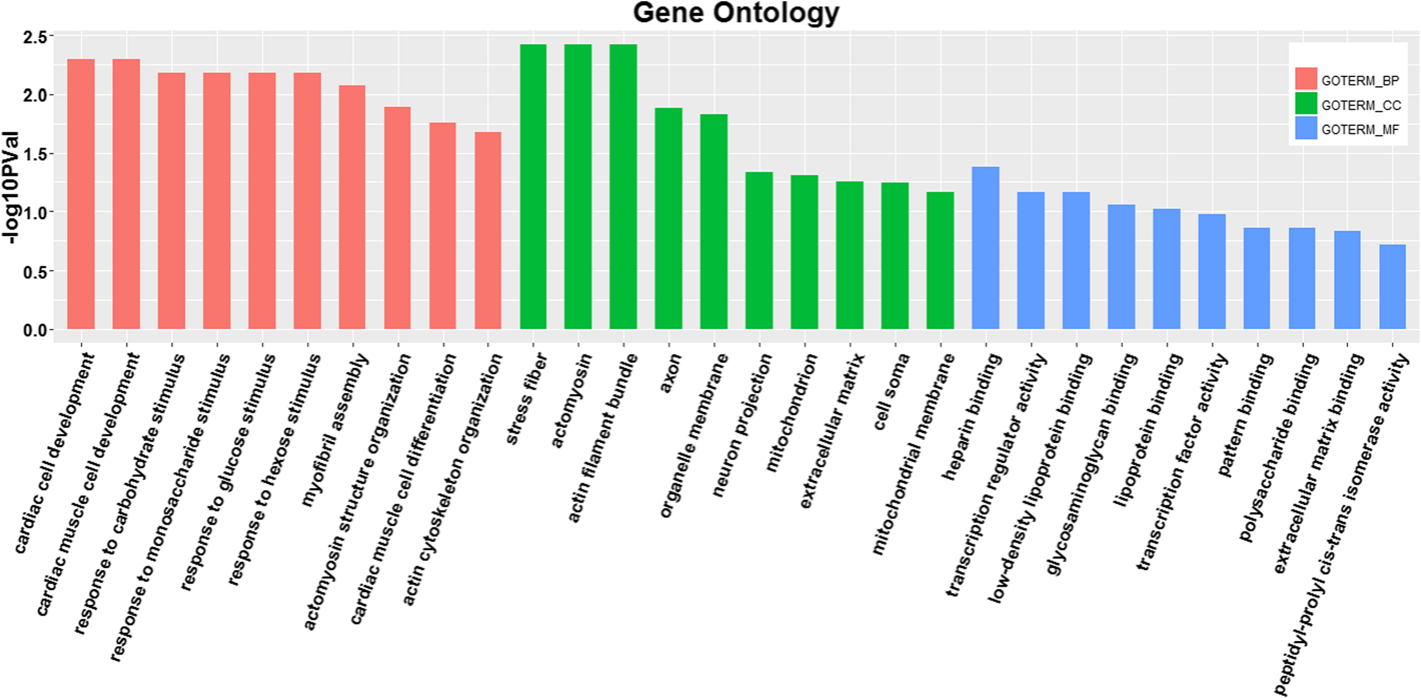
Gene ontology (GO) annotation of differentially expressed genes. GOTERM_BP, biological process; GOTERM_CC, cellular component; GOTERM_MF, molecular function

**Fig. 6:**
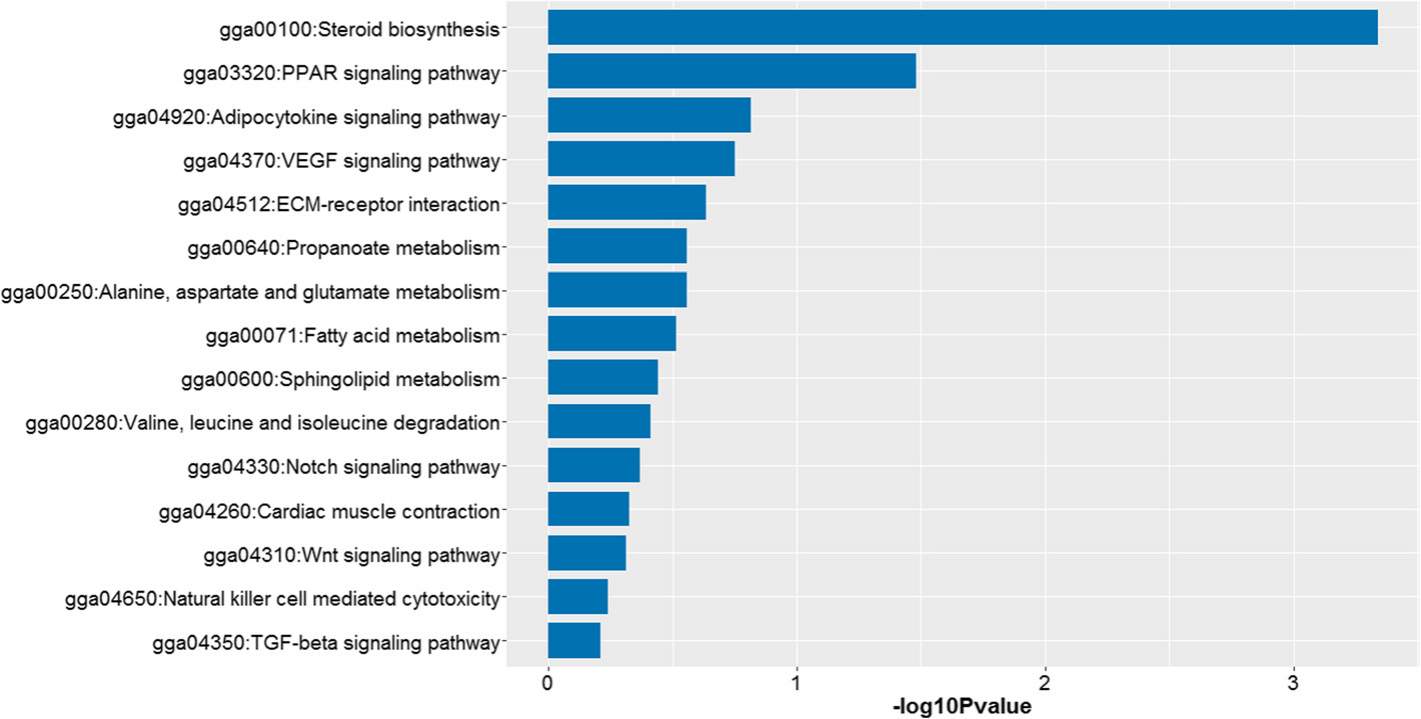
KEGG Pathway analysis of differentially expressed genes

**Table 4:** Significantly enriched pathways for differential expressed genes

Pathway name	Enriched genes	*P*-value
Steroid biosynthesis	*DHCR24*, *DHCR7*, *HSD17B7*, *LSS*	0.00
PPAR signaling pathway	*ACSL1*, *CPT-1A*, *CD36*, *SLC27A1*	0.03

*DHCR24* 24-dehydrocholesterol reductase, *DHCR7* 7-dehydrocholesterol reductase, *HSD17B7* hydroxysteroid (17-beta) dehydrogenase 7, *LSS* lanosterol synthase (2,3-oxidosqualene-lanosterol cyclase), *ACSL1* acyl-CoA synthetase long-chain family member, *CPT-1A* carnitine palmitoyltransferase 1A (liver), *CD36* CD36 molecule (thrombospondin receptor), *SLC27A1* solute carrier family 27 (fatty acid transporter), member 1

## Discussion

Breast muscle tissue is important in broilers, which is the main source of chicken meat [28, 29]. Alterations in muscles metabolism pathways induced by longtime ammonia exposure may lead to the decline of meat yields and eating quality [12, 23, 30, 31]. In the present study, high-throughput transcriptomic analysis was performed to elucidate the molecular mechanisms in broiler muscles exposed to high and low concentrations of aerial ammonia. Consistent with previous observations, our data showed a negative correlation between ammonia exposure and growth performance in birds [1, 3, 7, 24].

The results obtained in our study indicated that analyzed control and treatment groups differed in the expression of 267 transcripts (*P* < 0.05). 

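The transcripts with the largest changes among those with an adjusted p below 0.05 from limma, and with no overlap between the groups, included several that the paper lists in Table S4 without discussing them. In the fit of all 6 broilers, SNTB1 (NM_001005798.1) was at 13.61 ± 3.70 FPKM (SD, n = 3) in control and 3.81 ± 1.07 (SD, n = 3) in treatment broilers, a log2 fold change of -1.710 (standard error 0.268, adjusted p = 0.0308 from limma), and the exact permutation test gave 0.1. Over 5 broilers, INSIG1 (NM_001030966.1), a regulator of sterol synthesis, was at 97.33 ± 27.82 FPKM (SD, n = 3) in control and at 305.90 and 275.04 FPKM in treatment broilers, a log2 fold change of 1.607 (standard error 0.210, adjusted p = 0.0230 from limma). ACSBG2 (NM_001012846.1), an acyl-CoA synthetase, had a log2 fold change of 1.530 (standard error 0.181, adjusted p = 0.0191 from limma), and PLEKHO1 (NM_001031356.1) one of 1.082 (standard error 0.157, adjusted p = 0.0303 from limma). ELOVL1 (NM_001012598.1), a fatty acid elongase, was at 26.66 ± 6.27 FPKM (SD, n = 3) in control and at 5.24 and 7.14 FPKM in treatment broilers, a log2 fold change of -2.012 (standard error 0.217, adjusted p = 0.0131 from limma). KLF11 (NM_001006417.1) had a log2 fold change of -1.824 (standard error 0.298, adjusted p = 0.0490 from limma). Of the 267 transcripts of Table S4, 88 were not in the files analysed here, 67 were listed for control replicate 2 only, and 31 could be tested in 5 or 6 broilers. With each control broiler left out of the fit of 5 in turn, the largest adjusted p from limma was 0.0589 for ELOVL1 and 0.0649 for ACSBG2. It was 0.0741 for INSIG1 and for PLEKHO1, and 0.11 for KLF11. For SNTB1, leaving out 1 of the 6 broilers raised it to at most 0.138. Each of these transcripts thus rose above 0.05 in at least 1 fit.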

As fat content in breast muscles decreased, consistent with our expectations, these differential expressed genes major participated in two lipid metabolism-related pathways (gga00100 and gga03320). 

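CD36, SLC27A1 and ACSL1 were lower at 75 ppm ammonia in every treatment broiler with a value. CD36 was at 10.76 to 11.60 FPKM in the 3 control broilers and at 3.72 and 3.73 FPKM in treatment replicates 1 and 2. ACSL1 was at 31.10 to 47.17 FPKM in the control broilers and at 14.16 and 14.20 FPKM in the same treatment broilers. SLC27A1 was at 3.49 to 6.38 FPKM in the control broilers and at 2.07 FPKM in treatment replicate 1 (no replicates).

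**Figure D4:**
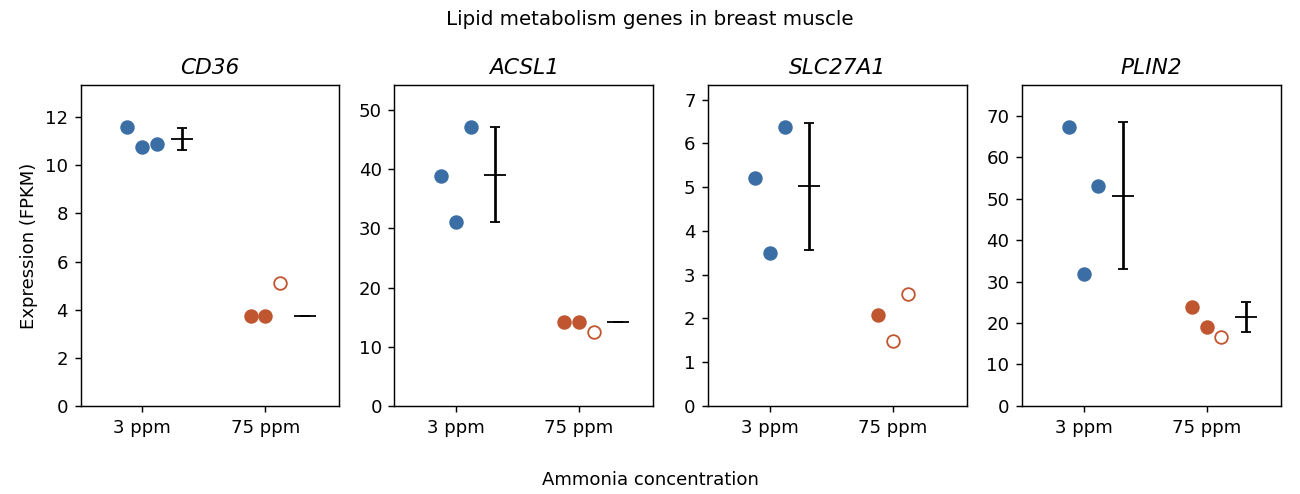
FPKM of CD36, ACSL1, SLC27A1 and PLIN2 in control (3 ppm, blue) and treatment (75 ppm, orange) broilers. Each filled point is 1 broiler, open points are the paper's Table S3 values for broilers whose list stops earlier, and black bars show the mean and SD of the filled points where a group has more than 1. All treatment points lie below all control points in the 4 panels, and the gap is widest relative to the spread for CD36.

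The paper's Table S3 gives values for the treatment broilers whose lists stop earlier, which were 5.09 FPKM for CD36 and 12.47 FPKM for ACSL1 in treatment replicate 3, and 1.48 and 2.55 FPKM for SLC27A1 in treatment replicates 2 and 3. With these values of the paper filled in, an alternative chosen after seeing the data, the log2 fold changes over 6 broilers were -1.319 for CD36, -1.469 for ACSL1 and -1.110 for SLC27A1, with adjusted p of 0.00618, 0.00591 and 0.065 from limma.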

Differential expressed genes involved in PPAR signaling pathways here have been proven to be functional in lipid metabolism and fat deposition including *CD36* (CD36 molecule), *SLC27A1* (solute carrier family 27, member 1), and *ACSL1* (acyl-CoA synthetase long-chain family member 1). The above mentioned differential expressed genes in lipid metabolism may contribute to the lower fat deposition in muscles.

It has been reported that both the *FAT/CD36* and *ACSL* facilitate the transport of fatty acids released by lipoprotein lipase [32]. *CD36*, localizing to the plasma membrane and mitochondria as a fatty acids receptor, functions in fatty acids uptake, transport and oxidation [33, 34], and is shown to be highly expressed in skeletal muscle tissues that require energy of fatty acids oxidation [35]. McFarlan et al. found that *CD36* knockout mice hindered fatty acids transport, oxidation, and decreased lipid content in muscles [36]. Consistent with that, in the current study, *CD36* was 1.5 times lower in high level ammonia exposed group than control group, resulting in lower fat deposition in muscles. 

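CD36 (NM_001030731.1) was at 11.08 ± 0.45 FPKM (SD, n = 3) in control broilers, and at 3.72 and 3.73 FPKM in treatment replicates 1 and 2. The control mean was 2.97 times the treatment mean. The log2 fold change over these 5 broilers was -1.454 (standard error 0.141, adjusted p = 0.0124 from limma with Benjamini-Hochberg adjustment), and the difference was many times the SD of the control group. An exact permutation test of 3 against 2 values, with the smaller tail doubled, gave p = 0.2, the smallest it allows when made this way. With each of the 5 broilers left out in turn the log2 fold change stayed between -1.474 and -1.422, while the adjusted p from limma rose to 0.163 in the fit with treatment replicate 1 as the only treatment broiler. With the replicate number as a replicate block the log2 fold change was -1.466. Among the alternatives set before the files arrived, the ratio of the unlogged group means moved the value most, to -1.572 on the log2 scale. The paper also measured CD36 by qPCR and found less fat in the breast muscle of treatment broilers. From these results and reports on CD36 knockout mice, it concludes that the decrease of CD36 resulted in lower fat deposition in the muscles.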

Joseph et al. have shown that *ACSL1* participates in the biosynthesis of unsaturated fatty acids and fatty acid metabolism, playing a key role in lipid metabolism [37]. In pig breeds, *ACSL1* gene might be related to the capacity of fat deposition and meat quality [38]. 

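ACSL1 (NM_001012578.1), which links long-chain fatty acids to coenzyme A, was at 39.05 ± 8.04 FPKM (SD, n = 3) in control broilers and at 14.16 and 14.20 FPKM in treatment replicates 1 and 2. The control mean was 2.75 times the treatment mean, and the log2 fold change was -1.410 (standard error 0.178, adjusted p = 0.0217 from limma in the fit of 5 broilers). The lowest control broiler, at 31.10 FPKM, was still above both treatment broilers (exact permutation test, p = 0.2, the smallest p with the tail doubled). Across the fits that each left out 1 of the 5 broilers, the log2 fold change ranged from -1.561 to -1.265, and the adjusted p from limma reached 0.248. The replicate block gave -1.265. From this decrease and from work on pigs, the paper proposes that ACSL1 has a similar part in fat deposition in broilers.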

Therefore, *ACSL1* may function an analogous role in broilers in our ammonia exposure experiment. *SLC27A1* is another key gene involved in fatty acids transport and lipid metabolism. It is mostly expressed at muscle and adipose tissues, Wu et al. have found that inactivation of *SLC27A1* can protect mouse from diet-induced obesity [39, 40]. High level ammonia exposure decreased the expression of *SLC27A1* leading to negative effects to adipogenesis in breast muscles may through similar mechanisms provided by Wu et al. In this study, a high level of ammonia exposure decreased the expression of *CD36*, *ACSL1* and *SLC27A1* blocking fat deposition, which is in agreement with the results of above mentioned research.

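SLC27A1 (NM_001039602.1), a fatty acid transport protein, was at 5.20, 3.49 and 6.38 FPKM in the control broilers, a mean of 5.02 ± 1.45 FPKM (SD, n = 3), and at 2.07 FPKM in treatment replicate 1 (no replicates). Treatment replicate 1 differed from the control mean by -1.066 on the log2(FPKM + 0.5) scale, and no test was made against a single treatment broiler. Leaving out control replicate 2, the lowest control broiler, changed this to -1.283, and leaving out control replicate 3 to -0.890. The paper's Table S3 values for the other treatment broilers brought the treatment mean to 2.03 ± 0.53 FPKM (SD, n = 3), which is below the lowest control value. From the lower expression of CD36, ACSL1 and SLC27A1, and the lower breast muscle fat it measured, the paper reasons that fat deposition was blocked. For SLC27A1 it proposes that adipogenesis in breast muscle may be affected through mechanisms like those reported in mice.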

Lipid metabolism is important in muscle tissue of broilers, which is correlated with meat quality parameters and palatability of consumers [41, 42]. Moreover, high concentrations of aerial ammonia had a detrimental effect on meat tenderness and eating quality [12, 23]. Tenderness is a determinant parameter of meat quality labeled by shear force, Sackett et al. have showed that broilers exposed to 75 ppm ammonia significantly increased shear values in breast muscle, decreased meat tenderness and quality [43]. Taken together, high concentrations of ambient ammonia exposure can cause the decline of tenderness in breast muscle, and lead to decrease of chicken meat quality [12, 44–46]. Previous reports have shown that the gene *ASB2* (Ankyrin repeat and SOCS Box containing 2) possess higher expression levels in a high tenderness broiler group than in a low tenderness of chicken group in breast muscles [13, 47], suggesting that it may participate in the tenderization process in broiler chickens. *ASB2* was regarded as a participant in the tenderization process in broiler chickens as its product results in the degradation of filamins, proteins which form muscle fibres [12, 48, 49]. In our study, a high level of ammonia exposure decreased the expression of *ASB2* which was also confirmed by qRT-PCR.

Besides, in the current research, another differential expressed gene characterized by negative effects on breast meat quality in broilers was also observed. The *PLIN2* (perilipin 2) gene has been reported to be involved in the regulation of intracellular lipid storage and fatty mobilization [50]. Conte et al. showed that the high expression of *PLIN2* is associated with decreased muscle strength [51]. In pigs, increased *PLIN2* mRNA expression was detected in the skeletal muscle of pigs with higher intramuscular fat content [52–54]. As we all know, tenderness and intramuscular fat content both are important parameters of meat eating quality [55–58]. Taken together, we proposed that, in this study, *PLIN2* gene expression abundance altered by ammonia may impair meat quality by increasing shear force meanwhile decreasing fat content in muscles.

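PLIN2 (NM_001031420.1), a protein of the lipid droplet surface, was at 50.76 ± 17.84 FPKM (SD, n = 3) in control broilers and at 23.98 and 18.94 FPKM in treatment replicates 1 and 2. The log2 fold change was -1.167 (standard error 0.291) with an adjusted p of 0.160 from limma in the fit of 5 broilers, so PLIN2 did not pass after adjustment. Its unadjusted p of 0.00464 from limma was past the paper's threshold. The replicate block gave -1.103 with an adjusted p of 2.08e-06 from limma, but left 1 residual degree of freedom per transcript. The control broilers varied more for PLIN2 than for CD36, from 31.87 to 67.32 FPKM. The lowest of them was above both treatment broilers (exact permutation test, p = 0.2, the smallest p with the tail doubled). With each of the 5 broilers left out in turn the log2 fold change ranged from -1.466 to -0.933, and leaving out control replicate 2 gave the only adjusted p below 0.05 among these fits, 0.0448 from limma. From the change in PLIN2 and its reported relation to muscle strength and intramuscular fat, the paper proposes that ammonia can impair meat quality through this gene.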

In summary, the breast muscle transcriptome analysis demonstrated that broilers exposed to high concentrations of atmospheric ammonia altered body fat content and meat quality through changing the expression abundance of key lipid metabolism genes (such as *CD36*, *ACSL1*, *SLC27A1, ASB2 and PLIN2*) and pathways (gga00100 and gga03320).

## Conclusions

In conclusion, high levels of ammonia resulting in fat content changes in breast muscle tissues can be characterized through high-throughput RNA sequencing analysis. The present transcriptome analysis has demonstrated that exposure to high concentrations of aerial ammonia leads to differential abundances of a number of genes (*CD36*, *ASB2*, *ACSL1, PLIN2* and etc*.*) in breast muscles of broilers. To our knowledge, this is the first study of the relationships between gene expression in breast muscle tissues and aerial ammonia exposure in broiler chickens. The ammonia may play a negative role in meat quality by decreasing the lipid content, but the detailed molecular mechanisms of lipid deposition altered by ammonia still need to be further elucidated (perhaps varying lengths of ammonia exposure). The results of our study provide a foundation for future investigations into the gene interactive networks involved in the response to ammonia, and for the development of strategies to avoid the negative impact of ammonia on animal productivity in broiler industry. This study provides theory basis for environmental control (ammonia) and animal welfare in poultry industry.

## Abbreviations

AA, arbor acres; ADFI, average daily feed intake; ADG, average daily gain; PPAR, peroxisome proliferator-activated receptor; DEGs, differentially expressed genes; FCR, feed conversion ratio; FPKM, fragments per kilobase of transcript per million mapped fragments; *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase; GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; NH_3_, ammonia; NRC, National Research Council

## Additional files

Additional file 1: Table S1. Composition of the experimental diet and calculated proximate composition of the diet. (DOCX 14 kb) Additional file 2: Table S2. The qPCR primers used for verification of the differentially expressed genes of the AA broiler breast muscle tissues. (DOCX 17 kb) Additional file 3: Table S3. Genes expressed in the breast muscle tissues of broilers are identified using sequencing. 

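Table S3 lists FPKM per RefSeq transcript for the 6 broilers. In the part that could be read, 1998 transcripts have values, and these equal the deposited FPKM values wherever both list the transcript, over 1998 transcripts in each of the 3 control broilers and treatment replicate 1, 1852 in treatment replicate 2 and 103 in treatment replicate 3, with 0 differing values. All 1998 readable rows are at 0.5 FPKM or more in all 6 broilers, and the lowest value is 0.509 FPKM.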

(XLSX 2831 kb) Additional file 4: Figure S1. The correlation analysis. (TIF 177 kb) Additional file 5: Table S4. 

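Table S4 gives, for each of 267 transcripts, the mean normalized count of each group, the fold change, the unadjusted p and the adjusted p from the authors' DESeq test. The transcripts belong to 244 gene symbols, of which 18 have more than 1 transcript, together 41 transcripts. The limma fit of all 6 broilers covered 4 of the 267 transcripts and the fit of 5 broilers covered 31, and the direction of change from FPKM was that of Table S4 for each of them. The FPKM values and Table S4 come from the same libraries.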

Differentially expressed genes in chickens between control and treatment groups. (XLSX 41 kb) Additional file 6: Figure S2. MA plot.

# Supplementary material for: High concentrations of atmospheric ammonia induce alterations of gene expression in the breast muscle of broilers (Gallus gallus) based on RNA-Seq
**Source:** BMC Genomics. 2016 Aug 11;17:598. doi: 10.1186/s12864-016-2961-2
**Supplement:** Additional file 1: Table S1. — Composition of the experimental diet and calculated proximate composition of the diet.

**Table S1 Composition of the experimental diet and calculated proximate composition of the diet.**

| Ingredients (%) g/kg dry weight | |
| --- | --- |
| Maize | 58 |
| Soybean meal | 33.4 |
| Soybean oil | 4 |
| Limestone | 1.15 |
| Calcium hydrophosphate | 1.65 |
| Lysine | 0.18 |
| Methionine | 0.32 |
| Choline chloride (50%) | 0.06 |
| Sodium chloride | 0.25 |
| Premix^*^ | 1 |
| Total | 100 |
| Calculated nutrient and energy levels | g/kg dry weight |
| Crude protein (%) | 19.93 |
| Calcium (%) | 0.09 |
| Available P (%) | 0.40 |
| Lysine (%) | 1.14 |
| Methionine (%) | 0.50 |
| ME (MJ/kg) | 3.05 |

^*^Providing the following (g/kg fresh weight), Vitamin A, 6,000 IU; Vitamin D: 1,000 IU; Vitamin E: 75.0 mg; Vitamin K_3_, 18.8 mg; Vitamin B_1_, 9.8 mg; Vitamin B_2_, 28.8 mg; Vitamin B_6_, 19.6 mg; Vitamin B_12_, 0.1 mg; calcium pantothenate, 58.8 mg; nicotinic acid, 196.0 mg; folic acid, 4.9 mg; biotin, 2.5 mg; Cu (copper sulfate), 4.0 mg; Fe (ferrous sulfate), 40.0 mg; Zn (zinc sulfate), 37.6 mg; Mn (manganese sulfate), 50.0 mg; Se (sodium selenite), 0.2 mg; I (potassium iodide), 0.2 mg. ME was a calculated value. Other nutrients levels were measured values.

# Supplementary material for: High concentrations of atmospheric ammonia induce alterations of gene expression in the breast muscle of broilers (Gallus gallus) based on RNA-Seq
**Source:** BMC Genomics. 2016 Aug 11;17:598. doi: 10.1186/s12864-016-2961-2
**Supplement:** Additional file 2: Table S2. — The qPCR primers used for verification of the differentially expressed genes of the AA broiler breast muscle tissues.

**Table S2 The qPCR primers used for verification of the differentially expressed genes of the AA broiler breast muscle tissues**.

| **Gene symbol** | **Accession no.** | **Primer sequence** | **Product size (bp)** |
| --- | --- | --- | --- |
| *GAPDH* | NM_204305 | 5'-CACTGTCAAGGCTGAGAACGG-3'  5'-GAGATGATAACACGCTTAGCACCA-3' | 192 |
| *FBXO32* | NM_001030956 | 5'-ATTCGCAAACGGCTAATCCT-3'  5'-GCGTGTCACCATACTGCTCCTT-3' | 106 |
| *TPM2* | NM_205446.1 | 5'-TTTGCTGAGCGGTCTGTGGC  5'-GCTCCTCGCTGATGGCTTTGT | 100 |
| *ASB2* | XM_015287761 | 5'-CAACAGCCACAACCCTCCCT-3'  5'-TCCATCCCTGATTGCTGCTAC-3' | 178 |
| *GLUL* | NM_205493 | 5'-TGGAGGAACCAACGCAGAAGTG-3'  5'-ACCCGGTGGAGGATGAAACG-3' | 114 |
| *CTSL2* | NM_001168009 | 5'-GATGAAGACTGTCGCTACAAGG-3'  5'-ACACTGGACCCACAGATGCT-3' | 118 |
| *ACSL1* | NM_001012578 | 5'-AATACAGGCAAGTTTGGGAGG-3'  5'-ACCAGGCATTGACAGTGAGC-3' | 163 |
| *CD36* | NM_001030731 | 5'-TGGGAAGGTTACTGCGATTT-3'  5'-TCACGGTCTTACTGGTCTGGT-3' | 142 |
| *CREB5* | XM_004939382 | 5'-AGACAGCCTATGCCAGCCTCTATG-3'  5'-GAGTCAGTGCTGCCTTCAATCTCA-3' | 211 |
| *PTER* | XM_015281996 | 5'-CAGGAGATAGATGCCGTGAGG-3'  5'-TGTTTGAGAAGAATGCGTGGA-3' | 189 |
| *AMPD1* | XM_004935003 | 5'-TACCGTGCCTTGTGCATCCG-3'  5'-GCCAGCATCACTTGCCCTCC-3' | 120 |
| *ASB12* | NM_001277670 | 5'-CCCTCTGGCAGCATCTACAACA-3'  5'-GGTAAAGCGGACCGGAACAAG-3' | 166 |
| *KSR1* | XM_015295862 | 5'-GAGGCACCTGCTTGCAGAAT -3'  5'-AAGATGGCGTGGAAGAAGTTGTA-3' | 214 |
| *ACTC1* | NM_001079481 | 5'-TGGCAGGGATCTGACCGACTA-3'  5'-TCCAGGGAGGATGACGAAGC-3' | 168 |
| *LIMS1* | NM_001001766.1 | 5'-AAGCCATTCCTGGGTCATCG  5'-TCACGCACCACGCCTTATTC | 151 |
| *SNCG* | NM_204672 | 5'-GGCAGTGGTAGCCAGCGTGAA-3'  5'-GCGGAGCCAGGTCCTCCTTT-3' | 104 |

*GAPDH* = glyceraldehyde-3-phosphate dehydrogenase

*FBXO32* = F-box protein 32

*TPM2* = tropomyosin 2 (beta)

*ASB2* = ankyrin repeat and SOCS box containing 2

*GLUL* = glutamate-ammonia ligase

*CTSL2* = cathepsin L2

*ACSL1* = acyl-CoA synthetase long-chain family member 1

*CD36* = CD36 molecule (thrombospondin receptor)

*CREB5* = cAMP responsive element binding protein 5

*PTER* = phosphotriesterase related

*AMPD1* = adenosine monophosphate deaminase 1

*ASB12* = ankyrin repeat and SOCS box containing 12

*KSR1* = kinase suppressor of ras 1

*ACTC1* = actin, alpha, cardiac muscle 1

*LIMS1* = LIM and senescent cell antigen-like domains 1

*SNCG* = synuclein, gamma (breast cancer-specific protein 1)

How the deposited data were processed for this re-analysis (not part of the article)

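Breast muscle RNA of 6 broilers was sequenced by the authors, 3 kept at 3 ppm ammonia (control) and 3 at 75 ppm ammonia (treatment) and sampled at day 42. According to the paper, the authors removed adapters and reads of low quality, aligned read pairs to the chicken genome Galgal4 with TopHat, kept unique alignments, and called differential expression with DESeq. The authors deposited FPKM values, 1 per RefSeq transcript and sample. These are scaled for depth and transcript length, and the program that computed them was not found in the paper or its supplementary files. No counts are in the files analysed here, so tests made for counts could not be used, and the depth behind a value is unknown apart from the mapped reads in the paper's Table 2. No confidence interval that needs a depth is given. No reference genome was used here, so no coordinates are given and no check of GC content or transcript length was made. Gene symbols come from the paper's tables.

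Each list of transcripts as analysed here stopped inside a row. The incomplete last row was left out. The lists held 4138, 21693 and 4311 transcripts for control replicates 1, 2 and 3, and 9401, 2231 and 180 for treatment replicates 1, 2 and 3. The order was always the same, so the transcripts available depend on where each list stops. The order was not free of expression. The share at 0.5 FPKM or more was 60.0% over the 180 transcripts of treatment replicate 3 and 85.6% over the 2231 of treatment replicate 2. It was 40.3% over the 21693 of control replicate 2.

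The main fit used all 6 broilers and the 180 transcripts listed for each of them. This rule was fixed before the processed files arrived and was kept after the lists were found to be short. Log2(FPKM + 0.5) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), for transcripts at 0.5 FPKM or more in at least 1 broiler, without a replicate block, and p-values were adjusted with the Benjamini-Hochberg method. The threshold was that of the paper, unadjusted p below 0.05 and a fold change of at least 2, with the count at an adjusted p below 0.05 beside it. The fit without treatment replicate 3 had been planned as one of the leave-one-out fits. It was used for genes not listed for treatment replicate 3, and given alternatives of its own, only after the files had been seen. Genes listed for 3 control broilers and 1 treatment broiler are given as the control mean and SD and the single treatment value, and genes listed for 1 broiler per group as single values. Exact permutation tests were run with SciPy 1.17.1, whose default doubles the smaller tail, and tables were handled with pandas 2.3.3 and NumPy 2.4.6.

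The genes named were chosen by a rule written before the files arrived: every gene the paper names with an expression value or direction (Table 3, Fig. 4, Table 4, the discussion, and GAPDH), and the 5 largest increases and 5 largest decreases among transcripts with an adjusted p below 0.05 whose treatment values all lay on one side of all control values. Not every gene covered by the rule is reported. The rule was written for the fit of 6 broilers and was applied to the fit of 5 as well. Transcript identifiers of the named genes were checked against the paper's tables.

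The fit was tested on simulated data with known changes in 199 transcripts. All simulated changes were well above a fold change of 2, and every transcript had the same spread between samples. The fit recovered 100% of the changed transcripts with 3 against 3 and with 3 against 2 samples, and 6.13% and 5.69% of the called transcripts were false. These rates do not describe changes near a fold change of 2 or transcripts with a larger spread. Estimated log2 fold changes of transcripts at 5 FPKM or more were on average closer to 0 than the simulated ones, with a mean error of -0.109 and -0.108. In the first run of this test no change was recovered because of an error in the simulation code, which was corrected without changing any threshold.

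The alternatives were pseudocounts of 1 and 0.1, no filter, a filter of 1 FPKM in every sample, quantile normalization, no mean-variance trend, the replicate number as a block, each broiler left out, unlisted transcripts set to 0, an adjusted p with the fold change cut, and the ratio of group means. DESeq2's size factors and test, listed as alternatives before the files arrived, need counts and were not run. Filling in missing values from the paper's Table S3 was added after seeing the data. The gene sets used in the closing section were listed after the group means of Table S4 had been seen.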

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

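In the fit of 5 broilers, 16 transcripts had an adjusted p below 0.05 from limma, and 5 of them are not among the differentially expressed genes of the paper. They were flagged because they show a difference in transcripts the paper does not discuss. Their log2 fold changes were -1.046 for ZFAND5, -0.958 for PNRC1, -0.941 for ACAD9, -0.866 for TCP11L2 and 0.711 for G3BP1, with adjusted p of 0.0124, 0.0259, 0.0193, 0.0481 and 0.0245. ZFAND5 was at 110.76 ± 3.71 FPKM (SD, n = 3) in control broilers and at 55.55 and 51.24 FPKM in the treatment broilers. In each case both treatment broilers lay on one side of all 3 control broilers. TCP11L2 was the only one listed for all 6 broilers, where its log2 fold change was -0.921 (standard error 0.161, adjusted p = 0.0314 from limma).

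One explanation for their absence from Table S4 is the authors' cut at a fold change of 2. The paper's own fold changes in Table S3 lie between 0.5 and 2 for all 5 of these 5 transcripts, so the paper's fold change cut accounts for their absence. This prediction was written after the transcripts had been seen. The difference itself rests on few broilers. With the paper's Table S3 value for treatment replicate 3 filled in, chosen after seeing the data, the adjusted p from limma was 0.00306 for ZFAND5. It was 0.057 for PNRC1, 0.057 for ACAD9 and 0.065 for G3BP1. For TCP11L2 no value was filled in and the log2 fold change stayed at -0.921, so its adjusted p of 0.0142 reflects only the larger set of transcripts tested. In the fit of 6 broilers, quantile normalization gave -0.61 for TCP11L2 (adjusted p 0.15 from limma). Leaving out 1 of the 6 broilers raised its adjusted p to at most 0.156 from limma. GC content, transcript length and library batch could not be tested, and depth was not tested. In the paper's Table 2 every treatment broiler has more mapped reads than every control broiler. The paper also kept each group in a chamber of its own. The differences therefore cannot be told apart from these technical sources or from an effect of the chamber. Groups of 3 broilers are too small for a test of outlying samples, and no single broiler was tested for being far from the others.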

How the results depend on the processing

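For each gene recomputed under other settings, the direction of change was the same in every setting run for it. Genes with treatment replicate 1 set against the 3 control broilers had fewer settings. These were other pseudocounts, the ratio of the group means, each control broiler left out and, for SLC27A1 and ACTC1, Table S3 values. No alternative is reported for some genes, among them SNCG, TPM2, GLUL, GAPDH, MSMO1, NFKBIA and BCL6. ZFAND5, PNRC1 and ACAD9 were recomputed only with values from Table S3. The size of the gene lists did change with the settings. Over all 6 broilers, the number of transcripts past the paper's threshold was 4, and became 7 with a pseudocount of 0.1, 2 with an adjusted p under 0.05 in place of the unadjusted one, 264 with unlisted transcripts set to 0, and 36 with missing values taken from Table S3 (chosen after seeing the data). It was 4 to 36 across the 6 fits that each left out one broiler, where 36 is the fit without treatment replicate 3 and covers 1963 transcripts in place of 117. Setting unlisted transcripts to 0 makes every transcript beyond the end of a list look unexpressed, and the lists of treatment replicates 2 and 3 end first, so all 264 were lower. The number with an adjusted p under 0.05 was 3, and became 1 with no filter, 5 with FPKM at least 1 in every sample, 0 with quantile normalization, 8 with the replicate block, 0 with unlisted transcripts set to 0, 26 with missing values taken from Table S3, and 0 to 16 across the leave-one-out fits. With so few transcripts tested, a change of 1 or 2 calls moves the count past the limit.

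Over 5 broilers, 36 transcripts passed the paper's threshold, 12 with an adjusted p under 0.05 and a fold change of at least 2, and 34 to 85 across the leave-one-out fits. The number with an adjusted p under 0.05 was 16, and became 3 with no filter, 6 with no mean-variance trend, 113 with the replicate block, 0 with unlisted transcripts set to 0, 26 with missing values taken from Table S3, and 2 to 12 across the leave-one-out fits. Without the filter, transcripts near 0 FPKM enter the trend of the variance. The replicate block leaves 1 residual degree of freedom per transcript in this fit, since control replicate 3 has no partner, so its 113 calls rest almost wholly on the variance shared across transcripts and are not firmer than the 16.

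CD36, at -1.454 (adjusted p 0.0124 from limma), kept an adjusted p below 0.05 in most planned fits. The exceptions were some of the leave-one-out fits (from -1.474 to -1.422) and the fit with unlisted transcripts set to 0 (-1.454, adjusted p 0.863). The ratio of the group means for CD36 was -1.572. ACSL1, at -1.410, lost significance with no filter (-1.410, adjusted p 0.107), with no mean-variance trend (-1.410, adjusted p 0.059), with unlisted transcripts set to 0 (-1.410, adjusted p 0.863) and in some leave-one-out fits (from -1.561 to -1.265). PLIN2, at -1.167, had an adjusted p below 0.05 only with the replicate block (-1.103, adjusted p 2.08e-06) and in 1 leave-one-out fit (from -1.466 to -0.933). SLC27A1 moved by less than the spread of the control broilers. For the other 22 genes recomputed under these settings, 91 of 262 rows changed, 81 weaker, 6 stronger, 4 moved and 0 reversed. In the stronger rows the adjusted p from limma fell below 0.05. With the replicate block it was 0.00117 for FKBP5 (2 residual degrees of freedom), 8.07e-05 for LOC396531 and 2.28e-11 for CPT1A (1 each). Without control replicate 3 it was 0.0494 for FKBP5, and without control replicate 2 it was 0.0299 for CPT1A. With missing values taken from Table S3 it was 0.0191 for CPT1A.

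The number of expressed transcripts, 117, was 116 to 1963 across the leave-one-out fits because of the longer lists without treatment replicate 3. The lowest correlation within a group, 0.966, was 0.980 with no filter, 0.952 with a pseudocount of 0.1, 0.981 with missing values taken from Table S3 and 0.966 to 0.975 across the leave-one-out fits. The alternatives with DESeq2 were not run because the files hold no counts. The depth of the samples is unknown from the files, so its effect on the genes near 1 FPKM could not be measured.

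Other groupings of the same broilers were counted for each fit of 3 against 3. In the fit of 6 broilers, 2 of the 10 splits gave as many transcripts past the paper's threshold, the real one and the one that puts treatment replicate 1 with control replicates 1 and 2, and 1 of the 10 splits, the real one, gave as many with an adjusted p under 0.05. With missing values taken from Table S3, 1 of the 10 splits gave as many transcripts, for the paper's threshold and for the adjusted p alike, and the other splits gave at most 6 and 0. With 10 splits the share cannot fall below 0.1, so these counts cannot settle whether the grouping matters.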

Differences from the paper's values

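The text of the paper gives CD36 as 1.5 times lower in the treatment group, and the ratio of the control to the treatment mean was 2.97 here. None of the alternatives set before the files arrived closed the gap in this ratio. With the paper's Table S3 value for treatment replicate 3, chosen after seeing the values, the ratio was 2.65. The paper's Table S4 gives a treatment over control fold of 0.40355, which differs from the 1.5 of its text only if that is read as a ratio of means. On the log2 scale the values here were -1.454, and -1.572 for the ratio of means, near 1.5 in size. Whether the 1.5 of the text is a ratio, a log2 value or another measure of the decrease cannot be told. The log2 fold change of CD36 was -1.454 against the paper's -1.30918 in Table S4. The values did not differ by more than the spread between broilers with a pseudocount of 1 (-1.353), with quantile normalization (-1.363), and with missing values taken from Table S3 (-1.319), an alternative chosen after seeing the values. The other alternatives set before the files arrived left a gap.

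The steroid biosynthesis genes LSS, DHCR7 and HSD17B7 had smaller changes here than in the paper's Table S4. LSS was at 1.146 against the paper's 1.48341, and a pseudocount of 0.1 (1.378) or the ratio of the group means (1.445) closed the gap. DHCR7 was at 0.745 against the paper's 1.00506 and HSD17B7 at 0.799 against the paper's 1.0523, and for both a pseudocount of 0.1 (0.911 and 0.909) and the ratio of the group means (0.959 and 0.933) closed the gap. The other alternatives set before the files arrived did not.

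LOC396531 was at 1.285 against the paper's 2.01229. The ratio of the group means (1.485), leaving out treatment replicate 2 (1.681), and missing values taken from Table S3 (1.639, chosen after seeing the values) brought the values within the spread between broilers, and the other alternatives did not. CA3 was at -5.658 in treatment replicate 1 against the controls and the paper's value over 3 treatment broilers is -4.17395, and none of the alternatives closed this gap. CTSL2 was at -1.411 against the paper's -1.52442, and the ratio of the group means (-1.421) and leaving out control replicate 2 (-1.462) closed the gap, while the other alternatives did not. For DHCR7, HSD17B7, CA3 and CTSL2 the value here has 1 treatment broiler and the paper's has 3.

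The paper sets its limit of expression at 0.5 FPKM in at least 1 of 6 samples. Of the 180 transcripts listed for all 6 broilers, 117 reach that limit, and the paper's Table S3 holds 103 of them. The number reaching 0.5 FPKM in all 6 samples, an alternative set before the files arrived, is 103, and all 103 are in Table S3.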

Other observations

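GAPDH, the internal control of the paper's qPCR, was listed for 1 broiler of each group. It was at 11928.5 FPKM in control replicate 2 and 27343.1 FPKM in treatment replicate 1, a ratio of 2.29 without replicates. A shift of all transcripts between these samples was tested over the 398 transcripts at 100 FPKM or more in both broilers. Their median log2 ratio was -0.001, and 1.01% of them, 4 transcripts with GAPDH included, had a ratio as high. The FPKM values thus showed no shift of all abundant transcripts between these broilers. FPKM is already scaled to the mapped fragments, so a shift before that scaling cannot be judged. A second explanation, more red muscle in control replicate 2, was checked with slow-fibre transcripts, of which 2 of the 4 listed for the 3 controls were highest in control replicate 2. Only 4 of the 14 genes of the set had values, which is too few, and the check is void. Both predictions were written after the ratio had been seen. GAPDH is not in the paper's Table S4, and a pair of broilers cannot show whether it differs between the groups.

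MB and CA3 were far below all 3 control broilers in treatment replicate 1, at 1.69 and 11.98 FPKM. Of the other slow-fibre transcripts listed, MYOZ2 was at 13.83 FPKM, close to the lowest control broiler at 15.00 FPKM, and FABP3 was not lower, at 461.63 and 537.17 FPKM in treatment replicates 1 and 2 against 405.84, 530.25 and 615.40 FPKM in the control broilers. For the low values of MB and CA3, a candidate explanation is a varying share of red muscle in the dissected control samples. The prediction, written before the values of single broilers were seen but after the group means of Table S4, was that these transcripts would vary among control broilers above the 95th percentile of transcripts of similar level and all peak in the same broiler. Of the 4 transcripts listed for the 3 controls, 3 were above the 95th percentile: MB at 99.9, MYOZ2 at 99.4 and CA3 at 97.2, with FABP3 at 76.9. They did not peak in the same broiler. MB (80.19 FPKM) and MYOZ2 (54.06 FPKM) were highest in control replicate 2, CA3 (939.06 FPKM) in control replicate 1 and FABP3 (615.40 FPKM) in control replicate 3. By the prediction as written, the different peaks count against a varying share of red muscle, but with 4 of 14 genes of the set listed the check is void, and the pattern cannot be told apart from that explanation. Treatment values existed for 1 broiler only, except for FABP3.

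Sterol synthesis transcripts were higher in the treatment broilers of the 5-bird fit. Of a list of 22 genes, 3 were tested, and all 3 were higher, INSIG1 by 1.607, LSS by 1.146 and MSMO1 by 0.422 on the log2 scale, with adjusted p of 0.0230, 0.0481 and 0.381 from limma. Against a shift of all transcripts between the groups, random sets of 3 transcripts had a median as far from that of all transcripts in a share of 0.00015 of 100000 draws. This share does not count as a test of the set, since 3 of 22 genes is below the 80% needed, 2 of the 3 are in Table S4 from the same broilers, and the list and the prediction were written after Table S4 had been seen. MSMO1, the only one outside Table S4, did not pass on its own.

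Transcripts that respond to glucocorticoids or FOXO factors were lower. Of a list of 27 genes, 5 were tested and all 5 were lower, FKBP5, FBXO32 and KLF11, which are in Table S4, and NFKBIA (-0.992, adjusted p 0.140 from limma) and BCL6 (-0.339, adjusted p 0.697 from limma), which are not. For a shift of all transcripts between the groups, the share of random sets as extreme was 1e-05, the smallest that 100000 draws can give. The same limits apply, with 5 of 27 genes tested, 3 of 5 chosen with Table S4 in view, and the prediction written after it. A lower glucocorticoid or FOXO response at 75 ppm may be worth testing in complete lists, and it remains a hypothesis here. GC content, transcript length and batch were not tested for either set.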
